# Testing the effects of two different zebrafish exposure paradigms on transcriptomic-based chemical risk assessment using the flame retardant triphenyl phosphate

**DOI:** 10.1093/toxsci/kfaf124

**Published:** 2025-09-09

**Authors:** Michael G Morash, Morgan W Kirzinger, John C Achenbach, Ananda B Venkatachalam, Joseph P M Hui, Susanne Penny, Kevin Stemmler, Joëlle Pinsonnault Cooper, Deborah E Ratzlaff, Cindy L A Woodland, Lee D Ellis

**Keywords:** zebrafish embryo toxicity, general behavioral toxicity, transcriptomics, triphenyl phosphate, zebrafish

## Abstract

In the zebrafish larval toxicity model, phenotypic changes induced by chemical exposure can potentially be explained and predicted by the analysis of gene expression changes at sub-phenotypic concentrations. The increase in knowledge of gene pathway-specific effects arising from the zebrafish transcriptomic model has the potential to enhance the role of the larval zebrafish as a component of Integrated Approaches to Testing and Assessment (IATA). In this paper, we compared the transcriptomic responses to triphenyl phosphate between 2 standard exposure paradigms, the Zebrafish Embryo Toxicity (ZET) and General and Behavioral Toxicity (GBT) assays. The ZET assay represents a developmental model with chemical exposure from 6 to 120 h post fertilization (hpf), which covers organogenesis, whereas the GBT represents a juvenile model with exposure from 72 to 120 hpf, which occurs post-organogenesis. This comparison demonstrates both similarities and differences between the 2 assays. Although both models identified similar xenobiotic metabolism pathways, the difference in exposure window length and the time of transcriptomic sampling between the 2 methods also yielded unique sets of affected pathways, demonstrating their complimentary nature. Both data sets support previously described effects of triphenyl phosphate on aquatic and mammalian systems. This work validates and strengthens the use of both exposure paradigms and continues to demonstrate that zebrafish larvae are a valuable tool in the context of IATA toward reduced reliance on the use of higher vertebrate derived data for chemical risk assessment.

As the potential role of zebrafish larvae in chemical risk assessment is becoming more recognized, it is critical that the many advantages of the model be integrated to maximize its predictive potential. The larval zebrafish has recently been validated for the identification of reproductive and developmental toxicity for pharmaceuticals, demonstrating the relevance of this model in risk assessment (Weiner et al. 2024). Similarly, larval zebrafish transcriptomics are becoming a powerful tool for the elucidation of the mechanism of action of known toxicants (Wang and Liu 2023). Although transcriptomics offer insight into mechanisms of toxicity, the effect of the chemical exposure paradigm must be determined to help ensure that data derived from these studies are optimally informative for risk assessors. A number of factors can potentially influence the organismal response, including dose (Suvorov 2024), uptake/metabolism (Achenbach et al. 2022; Kossack et al. 2023), and growth stage (Liu et al. 2024). In addition, the complexity and amount of data generated by these approaches make holistic evaluation of the data difficult (Mlecnik et al. 2018). Similarly, seemingly disparate groups of ontologies may share commonalities that are not apparent during manual curation of the data.

Triphenyl phosphate (TPP, TPhP or TPHP) is an organophosphate flame retardant and plasticizer currently in use as a replacement for the increasingly banned polybrominated diphenyl ethers (National Toxicology Program 2018). Although there is evidence for TPP-induced neurotoxicity (Hawkey et al. 2023; Zhang et al. 2023), TPP is a suspected endocrine-disrupting chemical affecting various aspects of metabolism (Beausoleil et al. 2024), reproduction, and development (Witchey et al. 2023). With respect to aquatic organisms, TPP displays considerable toxicity (Chen et al. 2022). We have previously reported differences in phenotypic and behavioral outcomes for two different zebrafish larval exposure paradigms (Achenbach et al. 2020). The first exposure paradigm involves the exposure of larvae from 6 to 120 h post fertilization (hpf; Zebrafish Embryo Toxicity—ZET) and the second an exposure from 72 to 120 hpf (General and Behavioral Toxicity—GBT). Both assays revealed cardiac toxicity/edema and body positioning/morphology deficits, which have been described previously after exposure to TPP (Fan et al. 2022; Wiegand et al. 2023). In addition, the GBT assay showed liver toxicity and behavioral effects not seen in the ZET assay (Achenbach et al. 2020). Although behavioral effects are well documented for other flame retardants, whether TPP causes behavioral changes is unclear. TPP has been shown to cause hypoactivity in a 6-day developmental exposure paradigm, and this is enhanced when doing acute (<24 h) exposure (Jarema et al. 2015). Conversely, in a comprehensive study of flame retardants and toxicity end points, TPP was shown to induce what are likely non-specific behavioral effects (Alzualde et al. 2018).

In 2024, due to its endocrine-disrupting properties, TPP was added to the European Union’s (EU’s) Candidate List of substances of very high concern for authorization published in accordance with Article 59(10) of the Registration, Evaluation, Authorization and Restriction of Chemicals (REACH) Regulation (ECHA 2024b). TPP promotes estrogenic activity through Cyclin D1 and stimulating cell cycle progression (Kwon et al. 2022). In adult zebrafish, TPP exposure affects expression of Estradiol (E2), Vitellogenin, and several genes in the Hypothalamus/Pituitary/Gonad axis in a sex-specific way (Liu et al. 2013b). TPP exposure resulted in decreased body length, and at high concentrations (72 to 96 hpf exposure 10 μM+) caused changes in insulin-like growth factor (*igf-1*), thyroid hormone receptor α (*trα*), transthyretin (*ttr*), thyroid-stimulating hormone β (*tshβ*), iodothyronine deiodinase 1 (*dio1*), but no estrogenic activity (*cyp19a1b*) (Lee et al. 2022). ZET-like exposure to ∼6 μM TPP induced expression of genes related to the aryl hydrocarbon receptors, peroxisome proliferator-activated receptor (PPAR)-α, and thyroid receptor, glucocorticoid, and mineralocorticoid receptor pathways (Liu et al. 2013a). TPP affects T3/T4 levels and related gene expression in zebrafish at 7 dpf (from 3 hpf) (Kim et al. 2015).

In this paper, we combine toxicokinetic profiling of TPP exposure with RNAseq to demonstrate exposure paradigm differences in the toxicity profiles. Specifically, we describe the similarities and differences in transcriptomic responses induced by TPP between the ZET and GBT exposure paradigms. Gene ontology (GO)-term enrichment analysis revealed that though detoxification pathways were transcriptionally active in both exposure paradigms, important differences in multiple processes (i.e. multiple pathways related to DNA replication/chromosome maintenance and several endocrine disruption-related genes) were identified only using the GBT assay. This illustrates the importance of sub-phenotypic transcriptomic profiling in the development of larval zebrafish models as an alternative for animal-derived data.

## Materials and methods

### Chemicals

TPP (CAS Registry Number 115-86-6, purity ≥99%) and DMSO (Cat#D8418, purity ≥ 99%) were purchased from Sigma-Aldrich (Oakville, ON, Canada). TPP was dissolved in DMSO at a stock concentration of 200 mM. All stocks were stored at −20°C.

### Animal husbandry

All animal husbandry was performed as previously described (Morash et al. 2023, 2024). Briefly, age-matched zebrafish embryos (AB/Tub hybrids) were collected in E3 media (5 mM NaCl, 0.17 mM KCl, 0.33 mM CaCl_2_–2H_2_O, 0.33 mM MgSO_4_–7H_2_O) and stored in 10 × 150 mm disposable polystyrene petri dishes at 28.5°C. Embryos for GBTs were then transferred in groups of 200 to nursery baskets (Pentair Aquatic Ecosystem, Apopka, FL, USA) in a 3-l tank on a ZebTec Recirculation Water Treatment System (Tecniplast USA, Easton, PA, USA) and raised until 72 hpf. The recirculation system was housed in a room kept on a 14:10-h light:dark cycles, water temperature maintained at 28.5 ± 0.5°C. Embryos for ZET assays were transferred to HE3 media (E3 + 10 mM HEPES, pH 7.2). All procedures were performed in accordance with the Canadian Council of Animal Care (CCAC) guidelines.

### Molecular uptake assay

Chemical exposures were based on the ZET and GBT models, with embryos and larvae exposed to each chemical from 6 to 120 hpf and 72 to 120 hpf, respectively. Larvae were exposed to each test compound at a single concentration based on their EC_20_ values (ZET: 2.27 µM, GBT: 4.10 µM) as previously published (Achenbach et al. 2020). Briefly, at 6 hpf for ZET and 72 hpf for GBT, fertilized embryos were placed singly into the well of a 96-well polystyrene square-well microplate (Biolite, Fisher Scientific, ON, Canada) in 270 µl of HEPES-buffered E3 media (5 mM NaCl, 0.17 mM KCl, 0.33 mM CaCl_2_–2H_2_O, 0.33 mM MgSO_4_–7H_2_O). A 10× final exposure concentration stock (ZET: 22.7 µM, GBT: 41.0 µM, both 5% DMSO in HE3) was made prior to each exposure; 30 µl of the 10× solution was pipetted into each well to obtain EC_20_ concentrations and start the exposure (final DMSO concentration 0.5% [v/v]). Plates were sealed with ThermoSeal RTS clear-transparent film (Excel Scientific, Victorville, CA, USA) to prevent evaporation and incubated at 28.5°C on a 14:10 light:dark cycle (light intensity 3 to 5 µmol m^−2^ s^−1^). At the desired time points (2, 18, 42, 66, 114 h of exposure for ZET and 2, 6, 24, and 48 h of exposure for GBT), 20 viable (≤24 hpf absence of coagulation, ≥48 hpf presence of heartbeat) embryos–larvae were quickly removed from each well and placed into a 74 mm Netwell (Corning, USA) sitting in a dry 10 × 150 mm polystyrene petri dish. A 1 ml media sample (ZET) or 100 µl sample (GBT) was removed and placed in an amber 2 ml liquid chromatography (LC) vial and placed at −80°C for flash freezing. Embryos–larvae were then washed by immersion in 4 ml of ice-cold carrier media 4 times. After the final wash step, the Netwells, were immersed in 4 ml of ice-cold water. The 20 larvae were transferred to a 2 ml amber LC vial in a minimal amount of water (ZET) or to a Lysis Prep 2 ml tube containing Lysing Matrix D (MP Biomedicals, Solon, OH, USA), and the water was removed using a gel-loading tip (GBT). The vials were then placed at −80°C until later processing. For the 0 h exposure samples, the embryos–larvae were washed and placed at −80°C immediately after addition of the test compound. A “media-only” parallel control experiment was performed with no larvae added to the 270 µl of HE3 media, and 30 µl of the same 10× stock solution was added. Plates containing these controls were sealed and housed in identical incubation conditions. The control media samples were removed at the same time points as those containing larvae. The 1 ml volume of the “media-only” samples was obtained by collecting 200 µl directly from 5 wells for the ZET-style exposure and 100 µl from a single well for the GBT-style exposure. These were immediately placed at −80°C for storage. For percent recovery determination, 20 age-matched larvae incubated in carrier control (CC) media under the same conditions were sampled, washed as above, and, for the ZET-style exposure, placed in a 2 ml LC vial containing 60 µL of the same 10× compound stock solution used in the corresponding molecular uptake experiment. This was then placed at −80°C for storage. For the GBT-style exposures, the percent recovery control samples were made by adding 7.5 µl of a 0.2 mM TTP solution in DMSO to each Lysis Matrix D vial containing the 20 age-matched larvae.

### Extraction of larval and media samples

For the ZET-style exposure samples, frozen larvae and media samples were lyophilized directly in the LC vials. Lyophilization occurred at a shelf temperature at −5°C for 24 h and then 0°C for additional 48 h. Lyophilized samples were extracted by adding 1 ml of methanol and placed in a sonicating water bath for 30 to 45 min to disrupt tissue and enhance solubilization by the methanol. Samples were clarified before liquid chromatography-high resolution mass spectrometry (LC-HRMS) analysis by spinning at 3000 × *g* for 30 min at 4 °C with transfer of the supernatant to a clean 2 ml LC vial. For the GBT-style exposure samples, the media samples that were collected directly into LC vial were thawed and diluted with methanol to a final volume of 1 ml. Samples were then clarified before LC-HRMS analysis by spinning at 750 × g for 30 min at 4 °C with transfer of the supernatant to a clean 2 ml LC vial for LC-HRMS analysis; 1 ml of methanol was added to the Lysis Prep tubes containing larvae, and the larvae were disrupted using a Fast Prep 24 instrument (MP Biomedicals) for 40 s at a speed of 6.0 m/s. Lysate was then transferred to a 2 ml LC vial gel loading tip and the lysate spun at 750 × *g* for 30 min at 4 °C. Supernatant was then transferred to 2 ml amber LC vials for subsequent LC-HRMS analysis. All extracts were stored at −20 °C.

### LC-HRMS analysis

LC-HRMS was performed on an UltiMate^TM^ 3000 LC pump coupled to a Q Exactive™ Orbitrap mass spectrometer (Thermo Fisher Scientific, Waltham, MA, USA), equipped with an HESI-II probe for electrospray ionization. Methanol extracts were separated on a Waters BEH-C18 column (2.1 × 100 mm, 1.7 µm, Waters, Milford, MS, USA) using a mobile phase of (A) 0.1% formic acid in water and (B) 0.1% formic acid in acetonitrile. Analytes were eluted with a linear gradient of 40% B to 100% B in 4 min, held for 3.3 min, before returning to 5% B. The LC flow rate was kept at 400 µl/min, whereas the column temperature was set at 30 °C. Optimized MS parameters including a sheath gas flow rate of 50, auxiliary gas flow rate of 10, spray voltage of 3.0 kV, capillary temperature of 350°C, and heater temperature of 250 °C were used. Positive polarity scans were acquired at 3 Hz (70,000 instrument resolution), with mass range scanned from m/z 90 to 1000. Data acquisition was carried out using Xcalibur 4.4 (Thermo Fisher Scientific, Waltham, MA, USA).

The peak areas of TPP and its hydroxylated metabolite were extracted from the MS chromatogram, with 5 ppm mass windows centered on the accurate masses, to calculate their concentrations. In order to account for matrix effects, 2 standard curves ranged from 0.01 to 2.5 µM were generated. One was used for larval extracts as a diluent for the methanol extract of 120 hpf-aged larvae exposed to CC media and processed as in the molecular uptake assay. The second was used for media extracts as a diluent for the methanol extract from the corresponding media, again processed as in the molecular uptake assay.

### Calculations

#### Percent recovery correction

All values were corrected by the result of the percent recovery experiment from an age-matched embryo/larval sample. For media extracts, the time 0 h no-larvae media only sample was used to determine percent recovery for the extraction procedure.

#### Toxicant uptake

Equation (1) **pmol per embryo** = [Corrected larval extract concentration in µM] × [1 L/1000 ml] × [1000,000 pmol/µmol] × [1/20 larvae]

### Transcriptomic sampling

Transcriptomic sampling and sequencing were performed as described previously (Morash et al. 2023). Briefly, either 6 hpf (ZET) or 72 hpf (GBT) larvae were individually transferred to a 96-round-well microtiter plate in 270 µl of HE3 medium. A 10× EC_20_ final exposure concentration stock (see Molecular Uptake Assay section above for 10× stock composition) was prepared and serially diluted 10-fold to make stock solutions for transcriptomic exposures; 30 µl of each 10× stock was then added to 24 wells to generate the 10-fold series of exposures; 0.5% DMSO was used as a CC. Plates were sealed using ThermoSeal RTS clear-transparent film (Excel Scientific, Victorville CA, USA) and incubated at 28.5°C without media replenishment. At 120 hpf (114 h [ZET] or 48 h [GBT]) of exposure, 20 phenotypically normal larvae were collected into Corning Netwell baskets and rinsed 5 times in HE3 + 0.5% DMSO, followed by once in type I Milli-Q water and collected into microcentrifuge tubes. Residual water was removed and larvae were flash frozen on dry ice and stored at −80°C. Exposure experiments were performed 3 separate times to derive the triplicate samples used in these analyses.

### RNA isolation and sequencing

Total RNA was isolated using Norgen total RNA columns (Norgen Cat#17200, Thorold, ON, Canada) followed by on-column DNase I digestion (Norgen Cat#25710, Thorold, ON, Canada). Total RNA was quantitated by spectroscopy with average recoveries of TPP ZET: 244.84 µg/ml (27.60 to 497.53), and TPP GBT: 298.80 µg/ml (239.04 to 366.32). RIN values were determined (Agilent RNA 6000 pico kit, Mississauga, ON, Canada), and RIN values averaged 8.7. Sequencing libraries were prepared using 1 µg of total RNA (Illumina Truseq Stranded mRNA kit, San Diego, CA, USA) and sequenced on an Illumina Hiseq 2500 using High Output V4 2 × 125 bp chemistry. Library sizes averaged ∼15 M reads per sample. Reads were aligned to the zebrafish genome (GRCz11) using STAR under default parameters (Dobin et al. 2013). Approximately 83% of all reads were uniquely mapped to the genome, whereas 12.9% of reads mapped to multiple loci, and ∼3.5% of reads were not mapped. Sequencing data were uploaded to the NCBI Gene Expression Omnibus repository (GSE291969). Selected alignment statistics are shown in Table S1.

### Differential gene expression analysis

Raw reads were processed as described previously (Morash et al. 2023). DESeq2 (Love et al. 2014) was used for all differential gene expression (DEG) analyses using a fold change (FC) of 1.5 (also represented as the log_2_ of FC = 0.585) and an adjusted *P*-value false discovery rate of 0.05 (Benjamini–Hochberg correction). Results of pairwise comparisons for the ZET and GBT TPP experiments are shown in Files S1 and S2, respectively. Volcano plots were generated using R (R Core Team 2022). Heatmaps ([Kolde 2012] pheatmap: Pretty Heatmaps. R package version 1.0.12) were made using the Pearson correlation distance measure, with a normalized count threshold of 25, and graphed as log2 (EC_20_/CC) with no row scaling.

### GO analysis

DEGs identified by DESeq2 (CC vs EC_20_) above were subjected to GO-term/KEGG analysis using ClueGO (Bindea et al. 2009). Default parameters were used, including 4 GO ontologies (Biological process, Molecular function, cellular component, and immune system process) and KEGG. GO term fusion and a *P*-value cutoff of 0.05 was applied with a Benjamini–Hochberg correction. The complete results are included in File S3.

### Benchmark dose curve fitting and point of departure calculations

Benchmark Dose (BMD) curve fitting was done as described (Morash et al. 2023, 2024), using normalized quantile data from DESeq2, imported into BMDExpress 2.3 (Phillips et al. 2019). A Williams Trend Test (1.5-fold cut off) was used, and all fitting models were used. Post-filtering to remove BMDU/BMDL > 40, BMDs > the EC_20_ concentration, and BMDs < 10-fold below the lowest tested concentration. Transcriptomic Point of Departure (tPOD) using the 10th percentile of BMD values was calculated, and the first mode by analyzing for modes and anti-modes using a custom R script (Page-Lariviere et al. 2019). Mode graphs are shown in Fig. S1.

## Results

### Uptake analysis

Exposure to TPP in the ZET assay resulted in a peak larval uptake of 294.1 pmol per embryo at 48 hpf, followed by a decrease to 58.4 pmol per larva by 120 hpf (Fig. 1A, B, and D). There was also a concomitant decrease in the TPP concentration in the media during exposure (Fig. 1B). Control experiments demonstrated stability of TPP in the absence of embryos/larvae (Fig. 1B). In the GBT exposure paradigm, in which exposure begins at 72 hpf, the peak uptake (200.9 pmol per larva) occurred 6 h after initiation of exposure (Fig. 1A, C, and E). As with the ZET assay, media levels of TPP decreased during the exposure and remained stable in the absence of larvae (Fig. 1C).

**Fig. 1.**
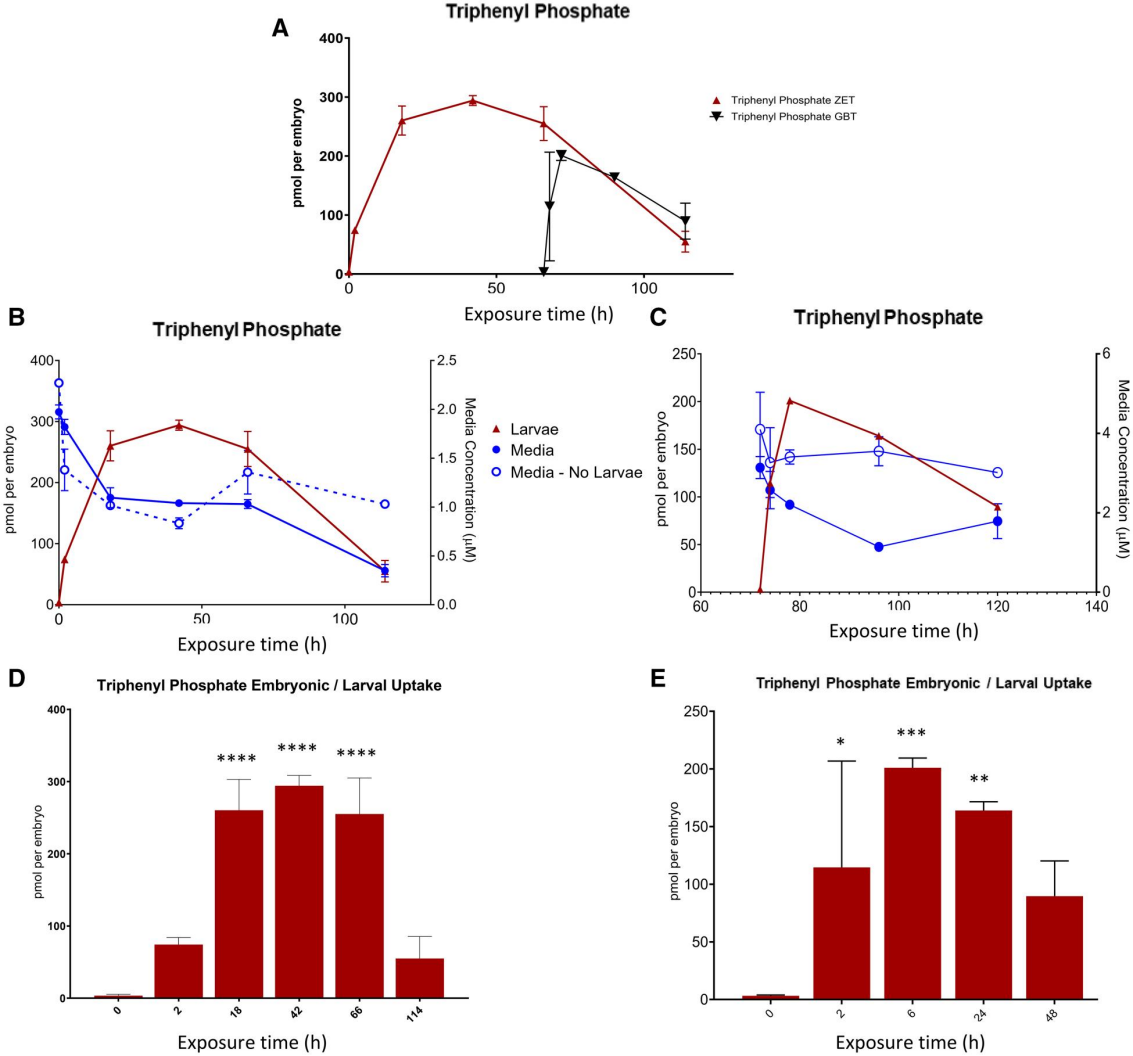
Toxicokinetic analysis of TPP under ZET (6 to 120 hpf) and GBT (72 to 120 hpf) exposure paradigms (A). Embryonic/larval uptake of TTP is expressed as pmol per embryo over the time course of exposure. TPP was measured in embryos/larvae, media, and media alone in ZET (B) and GBT (C) exposure protocols. All values are the mean of 3 experiments with error bars denoting standard deviation. Lines shown are trendlines and do not represent a fitted equation. Larval uptake of TPP at each of the tested exposure time points is compared with the levels at time 0 of the ZET (D) and GBT (E) exposures using a one-way ANOVA with a Dunnett’s multiple comparisons test. *, **, ***, **** = *P* < 0.05, 0.01, 0.001, and 0.0001, respectively.

### Transcriptomic analysis

TPP induced a number of gene expression changes in both the ZET and GBT assays. Specifically, using our cutoff criteria for differentially expressed genes, exposure to TPP under the ZET paradigm produced 211 DEGs (81 downregulated, 130 upregulated, Fig. 1). 

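RNA from 36 pools of larvae was sequenced, 18 for each assay. A zebrafish embryo toxicity (ZET) pool held 20 larvae exposed from 6 to 120 hpf, and a general and behavioral toxicity (GBT) pool held 20 larvae exposed from 72 to 120 hpf. Each assay had 6 groups of 3 libraries, a carrier control (CC) in 0.5% DMSO and 5 concentrations of triphenyl phosphate (TPP), a flame retardant and plasticizer, that rose in 10-fold steps to the EC20. The concentrations were 0.000227, 0.00227, 0.0227, 0.227 and 2.27 µM in ZET and 0.000410, 0.00410, 0.0410, 0.410 and 4.10 µM in GBT. The 3 libraries of a group came from exposures performed on separate occasions. The authors aligned the reads to GRCz11 with STAR and deposited, for each assay, the reads per Ensembl gene divided by 1 size factor per library, as DESeq2 scales counts. Every value of a library was a whole multiple of a single step, within 0.01 of a step, so the reads counted on genes could be recovered. In ZET they came to between 8020209 and 11787000 per library (median 10076674), with 8020209, 9325137 and 10780518 in the CC libraries and 10026190, 11649133 and 10343595 in the EC20 libraries. In GBT they came to between 8997095 and 12547749 (median 10071308), with 9963852, 11015436 and 10985403 in the CC libraries and 8997095, 10581924 and 11142637 in the EC20 libraries. The averages in Table S1 are of reads before they are assigned to genes, while the values below rest on the reads counted on genes. The tables list 26956 genes in ZET and 26689 in GBT. Genes with a mean normalized value of at least 10 over the 18 libraries of their assay were tested, which left 19125 genes in ZET and 18516 in GBT. The 6 groups of an assay were fitted together with limma on log2(value + 1), and a gene was called a DEG at the EC20 at the thresholds of the paper, a fold change of 1.5 and a Benjamini-Hochberg adjusted p of 0.05. Fold changes on this scale understate the change of genes with low values. The main choices that could change the counts are whether the exposure occasion enters the model as a replicate block, which libraries enter the fit, and the test.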

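In ZET, 9 genes were called at 2.27 µM, 8 upregulated and 1 downregulated, while 955 of the 19125 genes had an unadjusted p under 0.05 in limma. The count depended most on the model. With the replicate number as a block, which removes what libraries of the same exposure occasion share, limma called 209 genes, 123 up and 86 down. Leaving out single EC20 or CC libraries without the block gave between 4 and 9 calls. The 5 upregulated genes with the largest change were cyp2k18, si:dkey-286h2.3, abcc12, lgals9l1 and tcap. The cytochrome P450 gene cyp2k18 (ENSDARG00000104593) had a normalized value of 73.3 ± 18.2 (SD, n = 3) in the CC libraries and 2120 ± 1187 (SD, n = 3) at the EC20, a log2 fold change of 4.68 (standard error 0.41, limma adjusted p = 8.3e-05). The transporter gene abcc12 (ENSDARG00000013050) rose from 254.8 ± 46.3 to 1081 ± 390.4, a log2 fold change of 2.02 (standard error 0.27, limma adjusted p = 0.00624). The downregulated gene was zanl (ENSDARG00000056781), at 3068 ± 462 in the CC libraries and 1314 ± 198.3 at the EC20. For all of these genes the 3 EC20 libraries lay beyond the 3 CC libraries.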

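At 4.10 µM in GBT, 536 of the 18516 genes tested were called, of which 334 were upregulated and 202 downregulated. The replicate block moved the count to 723, with 454 up and 269 down. Single libraries moved it more. Without CC replicate 1 the count was 1789, without CC replicate 2 it was 193 and without CC replicate 3 it was 121. Without EC20 replicates 1, 2 and 3 in turn it was 237, 209 and 208, so a fall is not particular to the controls. In 482 of the 536 DEGs the 3 EC20 libraries lay beyond all 3 CC libraries and the mean value was at least 25. Among these, the largest increases were those of cyp2y3, cyp2k18, cela1.7, abcc12 and ctrb.2, and the largest decreases those of ahsg2, chek1, cdk1, FO834828.1 and col28a2b. The gene cyp2k18 rose from 56.4 ± 13.1 (SD, n = 3) to 1995 ± 417.7 (SD, n = 3), a log2 fold change of 5.13 (standard error 0.26, limma adjusted p = 3.6e-09). The cell cycle kinase gene cdk1 (ENSDARG00000087554) fell from 141.9 ± 17.1 to 44.7 ± 4.53, a log2 fold change of -1.64 (standard error 0.18, limma adjusted p = 8.0e-05). The protease genes cela1.7 and ctrb.2 varied widely among the CC libraries, from 0.944 to 29.8 for cela1.7 and from 13.2 to 193.8 for ctrb.2, and against the 12 libraries of the lower concentrations their log2 fold changes were 1.98 and 1.17, with limma adjusted p of 0.289 and 0.463. For cyp2y3, reads could be split with the other gene that carries this name.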

The GBT assay produced more DEGs than the ZET assay, with 887 genes (367 upregulated, 520 downregulated, Fig. 2). 

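The lists of DEGs of the ZET and GBT assays shared 8 genes, against the 0.262 that independent lists of these sizes would share among the 18354 genes tested in both. With the replicate block in both limma fits, the lists shared 94 genes, against 7.92 for independent lists. The assays have carrier controls of their own, so no control library is common to both lists.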

When comparing DEGs between the 2 paradigms, 107 were common to both. Of the 107 common DEGs, 106 (99%) remained either up- or downregulated in both assays, with only one (*pdzk1*) changing from down- (ZET) to upregulated (GBT), indicating conservation of the effects of TPP in the paradigms.

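All 8 shared DEGs were upregulated in both assays, and with the replicate block all 94 changed in the same direction, 81 up and 13 down. Other fits with the block, chosen after seeing the data, left exceptions. In edgeR 102 of 104 shared genes kept their direction (not pdzk1 and pdzd3b). In DESeq2 106 of 107 did (not pdzk1), and in limma without the mean-variance trend 55 of 56 did (not pdzd3b). The gene pdzd3b (ENSDARG00000055656) changed by -1.12 in ZET and 0.94 in GBT on the log2 scale, a difference with an adjusted p of 0.582, and of 0.000959 with the block. The gene pdzk1 (ENSDARG00000022261), which encodes a PDZ domain protein, was called in neither list. In ZET its normalized value was 1257 ± 432.4 (SD, n = 3) in the CC libraries and 818.2 ± 228.1 (SD, n = 3) at the EC20, a log2 fold change of -0.60 (standard error 0.38, limma adjusted p = 1.00), and in GBT it was 464.8 ± 160.9 and 818.8 ± 145.0, a log2 fold change of 0.86 (standard error 0.40, limma adjusted p = 0.254). With the replicate block the limma adjusted p was 0.0261 in ZET and 0.0714 in GBT. In the test of the difference between the assays (1.46 on the log2 scale), the adjusted p of pdzk1 was 0.801, and 0.0181 with the block. Of all 534 GBT DEGs tested in ZET, the 8 shared ones included, 491 (91.9%) changed in the same direction there, compared with 61.5% of all genes tested in both. From the conserved direction of the common DEGs, the paper concludes that the effects of TPP were conserved between the paradigms.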

**Fig. 2.**
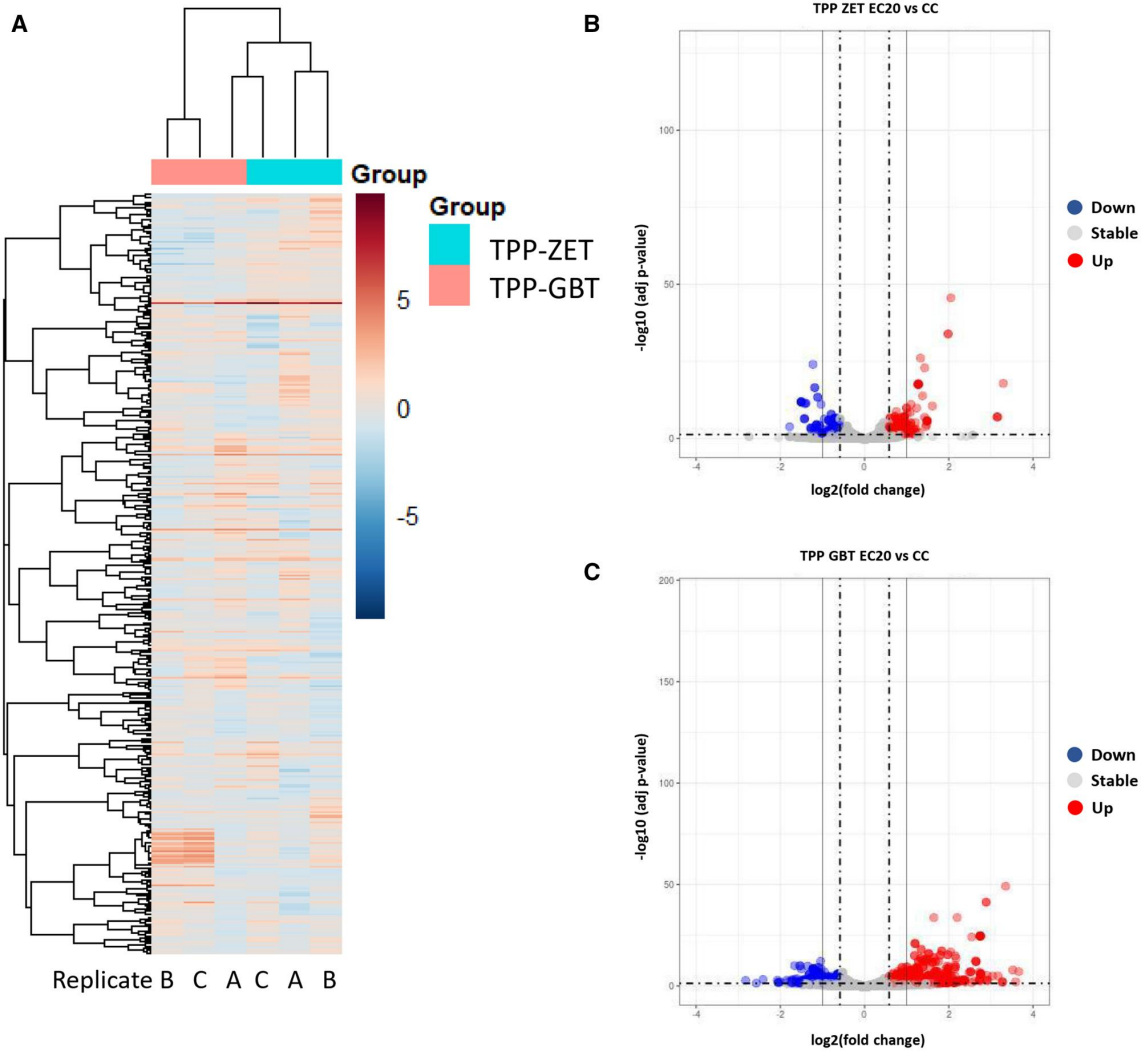
Differentially expressed genes (DEGs) in TPP identified in the ZET and GBT assays. (A) Heatmap of triplicate (A, B, and C) TPP samples. (B and C) Volcano plots showing distribution of up- (red) and downregulated (blue) genes upon TPP exposure in the ZET (B) and GBT (C) assays.

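The heatmap plots 1 ratio of EC20 to CC per replicate letter. Over genes with a mean value of at least 25, the log2 ratios of same-numbered ZET libraries correlated across genes with Pearson r of 0.286, 0.12 and 0.286 for the 3 pairs of replicates (16461 genes). In GBT (15755 genes) r was 0.278 and 0.309 for replicate 1 with replicates 2 and 3, and 0.729 between replicates 2 and 3. The CC libraries of replicates 2 and 3 departed together from the other GBT libraries (177 genes). The value of 0.729 may therefore reflect these controls as well as TPP, and the mean of the 3 controls holds both of them. When each EC20 library was instead divided by the mean of the 3 CC libraries, which adds a shared control, r was between 0.720 and 0.745 in GBT and between -0.167 and 0.440 in ZET. Over all genes tested, on log2 values minus the mean log2 value of the controls, the correlation was 0.663 to 0.684 in GBT and -0.115 to 0.436 in ZET, and the same calculation on simulated unchanged libraries gave 0.239 and 0.254. Over the called genes alone, with a mean value of at least 25, same-numbered ratios correlated at 0.926 to 0.991 in ZET (9 genes). In GBT (483 genes) they correlated at 0.778 to 0.937. The called genes were chosen for their change in these same libraries, so their correlations are not independent evidence. Genes are not independent replicates, so no p is attached to any of these correlations.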

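In the ZET libraries, star (ENSDARG00000006137), which encodes the steroidogenic acute regulatory protein, had a normalized value of 37.0 ± 18.7 (SD, n = 3) in the CC group and 69.3 ± 22.3 (SD, n = 3) at the EC20, a log2 fold change of 0.99 (standard error 0.47, limma adjusted p = 0.996). For pgrmc1 (ENSDARG00000054172), a progesterone receptor membrane component, the values were 546.9 ± 50.0 and 906.3 ± 136.3, a log2 fold change of 0.72 (standard error 0.20, limma adjusted p = 0.474). Both were called with the replicate block, with limma adjusted p of 0.0139 for star and 0.00052 for pgrmc1. The CC libraries of star spanned 15.7 to 50.8, and without CC replicate 1 its log2 fold change was 0.47. That value drops a control but keeps the EC20 library of the same replicate, the lowest at the EC20. In replicates 1, 2 and 3, star was at 43.5, 81.59 and 82.79 at the EC20, against 15.73, 44.55 and 50.84 in the control. Of the 17 genes of Table 1 that could be matched, 0 were called in ZET without the block and 4 with it, the others being hpxa (log2 fold change 3.06, blocked limma adjusted p = 0.000204) and ephx1 (blocked limma adjusted p = 0.00383). Adjusted over the list alone, 3 genes were called without the block, and 0 when ZET CC replicate 1, EC20 replicate 2 or EC20 replicate 3 was left out.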

A limited number of endocrine-related genes (*star*, *pgrmc1*) were identified among the ZET assay DEGs. Conversely, in addition to those found in the ZET assay, a number of DEGs were identified during the GBT exposure that are related to estrogen/progesterone, obesogenic, and thyroid function (Table 1).

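Of the 17 genes of Table 1 that could be matched to 1 identifier, 6 were called in GBT by limma adjusted over all genes and 17 when adjusted over the list alone. The list was chosen on these same libraries, so the second count is not independent evidence. Over all genes, 13 were called with the replicate block. The direction of all 17 was that of Table 1, with 15 genes higher at the EC20 and pagr1 and fto lower. Leaving out 1 library at a time gave between 3 and 15 calls, the highest without CC replicate 1, and between 10 and 17 when adjusted over the list alone, the lowest without CC replicate 3. Among the estrogen/progesterone genes, pgrmc1 rose from 358.8 ± 26.9 (SD, n = 3) to 664.1 ± 26.5 (SD, n = 3), a log2 fold change of 0.89 (standard error 0.12, limma adjusted p = 0.000405), and ELF3 rose by 1.38 on the log2 scale (standard error 0.26, limma adjusted p = 0.00645). The change of star was 1.05 (standard error 0.31, limma adjusted p = 0.0726) and that of hpxa was 2.98 (standard error 0.85, limma adjusted p = 0.0603). Measured against the 12 libraries of the lower concentrations in place of the 3 CC libraries, 10 of the 17 kept a 1.5-fold change and 6 were called, 9 with the replicate block. In that comparison pagr1 was at -0.07, fto at 0.02 and star at 0.40 on the log2 scale. In a test of the difference between the assays itself, 0 of the 17 genes differed without the replicate block, and with it pnpla3 did (adjusted p = 0.032).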

**Table 1.** List of endocrine-related DEG’s identified in the GBT assay.

	Gene name	FC	P-adj	Function
Estrogen/progesterone	*pagr1*	−1.799	0.04331	Estrogen receptor binding
	*hsd11b2*	1.567	0.001165	Steroid synthesis
	*hsd17b14*	1.683	0.02963	Steroid synthesis
	*pgrmc1*	1.852	7.12E-10	Receptor binding
	*star*	2.108	0.046239	Steroid synthesis
	*porb*	2.279	9.33E-16	Steroid synthesis
	*elf3*	2.619	4.03E-10	Estrogen receptor regulator
	*hpxa*	9.679	0.009972	Cellular response to estrogen
Obesity	*fto*	−1.609	0.039764	Insulin/obesity
	*steap4*	1.540	0.009956	Obesity
	*fstl3*	1.560	0.013282	Adipose tissue
	*igfbp1a*	1.653	0.001433	Insulin
	*pnpla3*	1.853	0.001028	Obesity/fatty acid
	*me1*	2.403	0.002433	Obesity
	*ephx1*	2.456	9.41E-08	Diabetes
Thyroid	*dio1*	1.772	0.011857	Thyroid hormone synthesis
	*dio3b*	1.863	0.01297	Thyroid hormone synthesis
	*pth1a*	2.372	0.019667	Thyroid function

Negative values indicate downregulated genes.

LFC, log2 of fold change; *P*-adj, adjusted *P*-value.

BMD modeling revealed very similar tPOD (mode) values for the ZET (0.014 µM) and GBT (0.025 µM) assays, both values being ∼100 times lower than their respective EC_20_ values. 

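The tPOD is a concentration read from the distribution of benchmark doses (BMDs), where a BMD is the concentration at which the fitted curve of a gene leaves the control level by 1 SD. The curves were refitted here to the normalized values of all 18 libraries of an assay with 8 models, after a Williams trend test with 1000 permutations and the 1.5-fold filter, and the filters of the paper on BMDU/BMDL and on the range of the BMD were applied. In ZET 236 genes kept a BMD, and the first mode was 1.05 µM, with 0.0987 to 1.15 µM covering 95% of resampled gene sets. In GBT 818 genes kept a BMD, and the first mode was 7.47e-05 µM, with 6.51e-05 to 8.28e-05 µM over resampled gene sets. This interval covers the choice of genes only, not the spread between libraries. In ZET 223 BMDs, and in GBT 587, lay above the second highest concentration, while 2 in ZET and 120 in GBT lay below the lowest concentration tested. Without replicates 2 and 3 in turn the first mode in GBT was 0.159 and 5.96e-05 µM, and without replicate 3 the first mode in ZET was 3.17e-05 µM. From the closeness of its mode values, the paper states that the assays gave very similar tPODs.

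**Figure D1:**
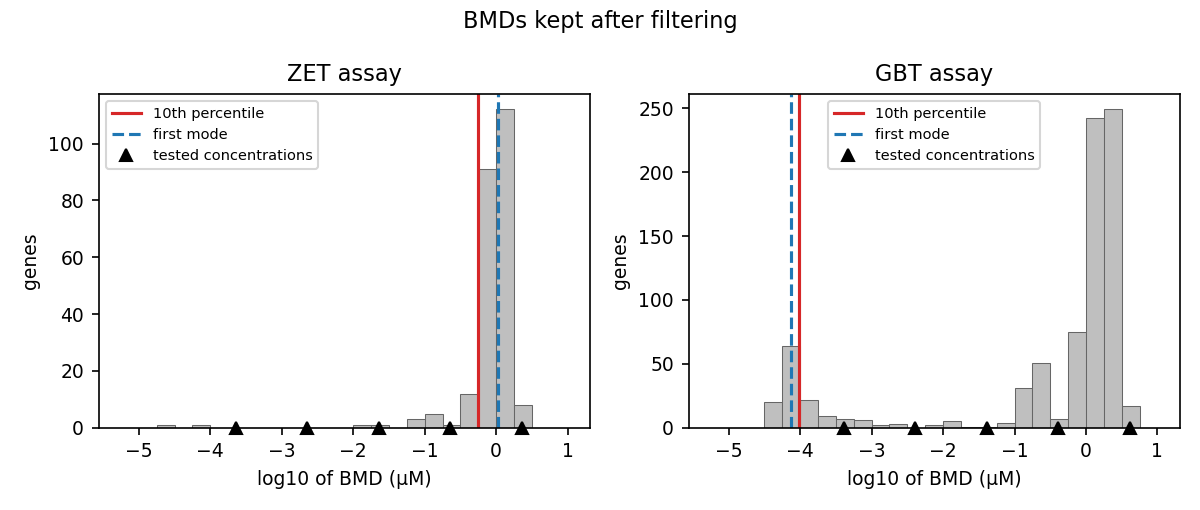
Number of genes by log10 of the BMD in µM for the ZET assay (left) and the GBT assay (right), with the tested concentrations as triangles on the axis, the 10th percentile as a solid line and the first mode as a dashed line. Most BMDs of both assays sit between the highest concentrations, and a separate group of GBT genes sits below the lowest concentration.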

The POD (mode) values were identical to the POD 10th values. 

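The 10th percentile of the refitted BMDs was 0.554 µM in ZET (0.368 to 0.664 µM over resampled gene sets) and 9.60e-05 µM in GBT (8.52e-05 to 0.000146 µM). The first mode was therefore above the 10th percentile in ZET and below it in GBT. Without the models that saturate (Hill and exponential 4 and 5), the 10th percentiles were 0.677 µM in ZET and 0.967 µM in GBT. Without replicates 1, 2 and 3 in turn, the ZET value was 0.0627, 0.0131 and 0.00555 µM and the GBT value was 5.34e-05, 0.0264 and 0.00625 µM.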

ClueGO analysis of the DEGs making up the POD (mode) in the ZET and GBT assays did not produce any significant GO/KEGG-terms.

### GO analysis of EC_20_ vs CC DEGs

The DEGs identified above were subjected to GO analysis using the Cytoscape application ClueGO (Fig. 3). The ZET assay produced terms related to lipid transport, membrane transport, and chitinase activity. 

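The genes that File S3 lists under these ZET terms were DEGs of ZET, so their changes there are only described. The 11 lipid transport genes with a value had a median log2 fold change of 0.73 in ZET, 6 higher and 5 lower at the EC20. The 16 active transmembrane transporter genes had a median of 0.06, 8 higher and 8 lower. Of the 3 chitinase genes, 2 were lower and 1 was higher, with a median of -0.58. In these lists 0, 1 and 0 genes were called by limma, and 11, 13 and 1 with the replicate block. In GBT, where these lists were not chosen, a limma camera test with a preset inter-gene correlation of 0.01, adjusted over 6 lists, gave p = 0.0378 for lipid transport (median 0.65, 7 of 11 higher), 1.4e-05 for the transporters (median 0.59, 11 of 16 higher) and 0.0573 for chitinase activity (median 0.38, 3 of 3 higher). Under the rotation test fry only the transporters held (adjusted p = 0.0425, against 0.137 and 0.081), and with the inter-gene correlation estimated none of the 3 did (0.339, 0.230 and 0.230). With the replicate block the camera adjusted p of chitinase activity was 0.0373.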

The GBT produced terms related to cell cycle, chromosomes, and lipid metabolism. 

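The 35 chromosome segregation genes of File S3 that could be matched were chosen among the GBT DEGs and are described there, not tested. All 35 were lower at the EC20, with log2 fold changes from -1.38 to -0.59 and a median of -1.05, and 33 of them were called by limma, 34 with the replicate block. For cell cycle process the list at hand held 55 of 66 genes, and for lipid metabolic process 48 of 57, so no set test was run on them. Of the 46 example genes of the GBT terms in Table 2 with a value, 34 were called in GBT, 18 up and 16 down, and 0 were called in ZET. These counts were 41 and 11 with the replicate block.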

The 107 DEGs common to both exposure paradigms were then subjected to GO-term analysis to identify shared pathways. 

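Among the DEGs called in both assays were the cytochrome P450 gene cyp2k18, the transporter gene abcc12 and the glutathione S-transferase gene mgst3b. For mgst3b (ENSDARG00000033364) the normalized value rose from 631.1 ± 110.4 (SD, n = 3) to 1597 ± 385.2 (SD, n = 3) in ZET, a log2 fold change of 1.32 (standard error 0.16, limma adjusted p = 0.00514), and from 513.6 ± 55.3 to 1612 ± 265.9 in GBT, a log2 fold change of 1.64 (standard error 0.15, limma adjusted p = 1.1e-05). Of the 35 example genes of the ZET terms in Table 2, 1 was called in ZET and 19 in GBT; with the replicate block, 29 and 20 were called. P450 and glutathione S-transferase genes have close paralogs, between which reads could be split.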

Interestingly, these shared DEGs were related mainly to detoxification and drug metabolism. The top 10 significant GO/KEGG terms identified by ClueGO for each exposure paradigm are shown in Table 2.

**Fig. 3.**
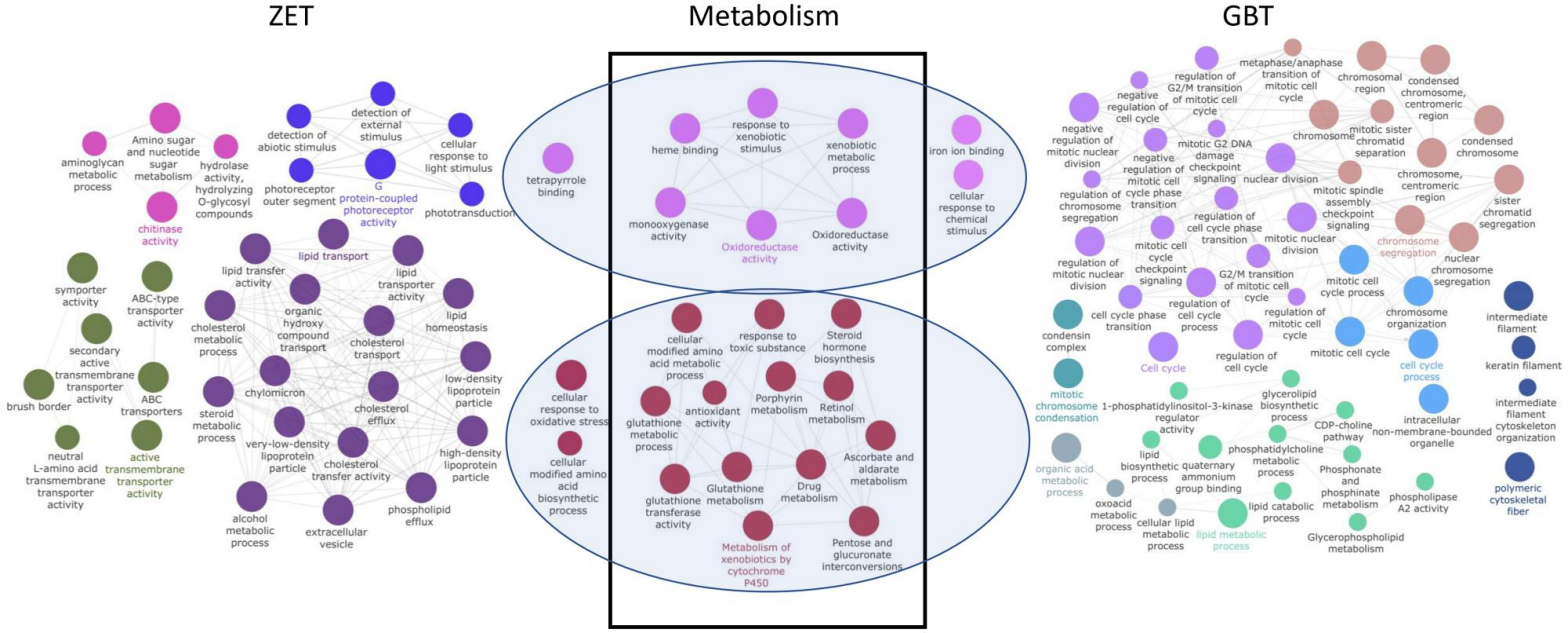
GO analysis of ZET and GBT exposure DEGs.

**Table 2.** Top 10 significant GO/KEGG terms identified by ClueGO.

Tabular results of GO analysis.					
ID	Term	Ontology source	Group *P*-value	# Genes	Example genes
GO:0016705	Oxidoreductase activity	GO: MF	8.90E-09	13	*bbox1, cyp26a1, cyp2y3, fads2, phyh*
GO:0022804	Active transmembrane transporter activity	GO: BP	1.04E-08	17	*abcb11b, abcb5, abcc2, abcg2a, slco1d1*
GO:0006575	Cellular-modified amino acid metabolic process	GO: BP	2.14E-06	7	*bbox1, gch1, gsto1, gstp2, gstr*
GO:0006869	Lipid transport	GO: BP	2.17E-06	13	*afp4, apoea, ldlrb, star, ttpa*
GO:0004364	Glutathione transferase activity	GO: MF	2.28E-06	5	*gsto1, gstp2, gstr, gstt1b, mgst3b*
GO:0015036	Disulfide oxidoreductase activity	GO: MF	2.94E-03	3	*glrx, gsto1, txn*
GO:0004568	Chitinase activity	GO: MF	3.10E-03	3	*chia.1, chia.2, chia.6*
GO:0008020	G protein-coupled photoreceptor activity	GO: BP	4.65E-03	4	*opn1lw2, opn1mw1, opn1sw2, rho*
GO:0000793	Condensed chromosome	GO: CC	7.90E-03	5	*bub1, incenp, ncapd2, nuf2, smc2*
KEGG:00980	Metabolism of xenobiotics by cytochrome P450	KEGG	8.60E-12	10	*ephx1, gsto1, gstp2, mgst3b, ugt1a1*

GBT					
ID	Term	Ontology source	Group *P*-value	# Genes	Example genes
GO:0022402	Cell cycle process	GO: BP	6.17E-16	66	*cdca8, chek1, kif11, ncaph, rad50*
GO:0016712	Oxidoreductase activity	GO: MF	2.55E-08	16	*cyp2aa12, cyp2aa4, cyp2ad2, cyp2k16, cyp8b1*
GO:0020037	Heme binding	GO: MF	3.51E-08	29	*cyb5a, cyp3a65, hbae3, mb, ptgesl*
GO:0007059	Chromosome segregation	GO: BP	2.79E-07	37	*birc5a, cenpf, nek2, top2a, tprb*
GO:0007076	Mitotic chromosome condensation	GO: BP	9.19E-06	6	*ncapd2, ncaph, nusap1, smc2, smc4*
GO:0006629	Lipid metabolic process	GO: BP	9.52E-06	57	*abhd4, chpt1, pck1, socs3a, star*
GO:0006082	Organic acid metabolic process	GO: BP	1.54E-05	45	*acbd7, cyp2aa12, lpl, ptgesl, tdo2a*
GO:0099513	Polymeric cytoskeletal fiber	GO: CC	1.80E-05	34	*cenpe, lmna, nefmb, numa1, tpx2*
KEGG:00983	Drug metabolism	KEGG	3.41E-10	20	*cdab, gstp2, tk1, ugt1a1, xdh*
KEGG:00591	Linoleic acid metabolism	KEGG	1.90E-05	7	*cyp2p8, cyp3c4, pla2g12b, pla2g1b, rarres3l*

## Discussion

In this paper, we demonstrate that an assessment of the uptake kinetics of a compound, along with the profiling of transcriptomic data, is an important contribution to an integrated approach that strengthens the zebrafish larval toxicity platform. In determining the uptake kinetics, it is possible to identify not only whether a chemical is taken up by the larvae but also evaluate the potential bioaccumulation, metabolism, and excretion of the compound. These factors can all be critical considerations in the assessment of toxicity. We do recognize that the single maximal peaks for each assay are a consequence of static exposure conditions, and that the results may be different under a renewal exposure system. However, our data demonstrated no issues with larval uptake of TPP, and given the previously reported confounding effects attributed to media renewal (injury, larval loss, desiccation) (Hamm et al. 2019), we chose to proceed with a static exposure for both experimental paradigms.

In this work, we demonstrate the value of assessing toxicity using our GBT assay, which uses a later developmental exposure window than the standard OECD FET 236 assay. It is important to note that there is overlap between the ZET and GBT exposure paradigms, with the GBT (72 to 120 hpf) assay falling within the exposure time of the ZET (6 to 120 hpf) assay. Apart from the obvious differences in developmental stages between the 2 assays, the presence/absence of a chorion represents a significant difference. Chorion permeability has been described as a limitation in embryonic zebrafish toxicity testing by others (Gustafson et al. 2012; Kim and Tanguay 2014). Specifically, the presence of a chorion has been shown to obscure tail and spine damage phenotypes caused by exposure to TPP and the behavioral effects of other organophosphate esters (Tran et al. 2021). Similarly, hatching defects can produce phenotypes that are unrelated to the toxicity of the chemical (Mandrell et al. 2012). Premature removal of the chorion allows chemical accessibility but necessarily deviates from natural development (Ninness et al. 2006; Thomas et al. 2009) and introduces the possibility of injury or death through additional handling steps. By using naturally hatched larvae, the GBT assay avoids chorionic complications that may affect uptake in the FET/ZET assay. Initiation of the static exposure at the later (72 hpf) time point may also help explain the differences from the ZET assay we observed. Exposure during earlier time points may have allowed for the expression of compensatory mechanisms or the lack of target gene expression at the most sensitive developmental period. This highlights the importance of exposure paradigm considerations in toxicity testing.

The EU recently classified TPP as a Substance of Very High Concern because of endocrine-disrupting properties, especially with respect to fish (ECHA 2024a). We identified a number of endocrine-related genes induced by TPP exposure in the GBT assay, related to estrogen/progesterone, obesity, and thyroid function (Table 1). 

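At 4.10 µM in GBT the deiodinase gene dio1 (ENSDARG00000042112) had a normalized value of 142.4 ± 38.3 (SD, n = 3), against 81.1 ± 29.3 (SD, n = 3) in the carrier controls, a log2 fold change of 0.83 (standard error 0.28, limma adjusted p = 0.110). The deiodinase gene dio3b (ENSDARG00000095767) was at 219.0 ± 41.6 and 120.7 ± 42.6, a log2 fold change of 0.89 (standard error 0.25, limma adjusted p = 0.061). The parathyroid hormone gene pth1a (ENSDARG00000093738) was at 58.1 ± 15.9 and 24.8 ± 10.5, a log2 fold change of 1.24 (standard error 0.43, limma adjusted p = 0.121). With the replicate block dio1 and dio3b were called (limma adjusted p = 0.0315 and 0.0441) and pth1a was not (0.0683). Against the libraries of the lower concentrations the log2 fold changes were 0.38 for dio1, 0.30 for dio3b and 1.36 for pth1a, with limma adjusted p of 0.679, 0.771 and 0.0447.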

We describe several changes to thyroid-related gene expression, including deiodinases and parathyroid hormone 1a, which supports previous findings that the goitrogenic activity of TPP at early stages of zebrafish development suggests potential endocrine-disrupting activity (Kim et al. 2015). TPP alters the expression of several thyroid-related genes in zebrafish larvae (Lee et al. 2022) and also causes sex-specific thyroid disruption in adult zebrafish (Liu et al. 2019). Development of the zebrafish thyroid gland is not complete until 72 hpf (Marelli and Persani 2017), at which time TPP levels have started to decrease in the ZET assay and may no longer be at levels sufficient to induce thyroid gene-expression changes. 

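Of the obesity-related genes of Table 1, limma called ephx1, pnpla3, fstl3 and steap4 in GBT. The epoxide hydrolase gene ephx1 (ENSDARG00000042854) rose from 85.9 ± 22.1 (SD, n = 3) in the carrier controls to 210.5 ± 49.8 (SD, n = 3) at the EC20, a log2 fold change of 1.29 (standard error 0.20, limma adjusted p = 0.00175). The change was 0.89 for the lipase gene pnpla3 (limma adjusted p = 0.0287), 0.65 for fstl3 (0.0316) and 0.61 for steap4 (0.0163). ME1, at 1.24 (limma adjusted p = 0.0667), igfbp1a, at 0.71 (0.111), and fto, at -0.65 (0.129), were not called, and with the replicate block these 3 were called (0.0162, 0.0144 and 0.0479). Against the libraries of the lower concentrations ephx1, steap4 and igfbp1a were called, and with the block ME1 too (log2 change 1.11, blocked limma adjusted p = 0.00818), while the log2 changes of pnpla3 and fstl3 were 0.41 and 0.35.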

We also identified several obesogenic/metabolic-related genes after GBT exposure, including effects on lipid and cholesterol homeostasis. In human cell lines, TPP exposure causes increases to intracellular insulin and proinsulin levels (Pavlíková et al. 2024) and induces a number of lipid effects (An et al. 2023). In fetal mice, TPP exposure causes multiple metabolic defects, including insulin resistance and increased body weight (Wang et al. 2019a). In adult zebrafish, TPP causes lipid and carbohydrate metabolism perturbations in the liver (Du et al. 2016). In this work, we demonstrate a number of gene expression changes in steroidogenic and estrogen receptor-related genes. In support of our findings, sex hormone endocrine-disruptive activities have also been described in larval zebrafish upon exposure to organophosphate esters (Zhang et al. 2024), azoxystrobin (Jiang et al. 2018), and norethindrone (Luo et al. 2020) as measured by gene expression changes. Whether the findings in the current study support perturbations in specific axes and whether these have potential effects during adult development will require further evaluation. However, we feel it is important to note that evaluation of a complex, multi-organ system such as the HPG axis is greatly facilitated by the use of a whole-organism model, and as such, provides information for hazard assessment that may not be obvious from less complex systems. We also identified potential effects on progesterone signaling (*pgrmc1*). Interestingly, progesterone signaling is critical during the development of dopaminergic neurons (Willing and Wagner 2016), and it is tempting to speculate alterations in dopaminergic neurons may account for the behavioral alterations reported after TPP exposure in the GBT assay (Achenbach et al. 2020). Indeed, it has been suggested that TPP exposure may lead to general defects in nervous system development (Alzualde et al. 2018), and changes in several neurotoxicity transcripts have been described (Shi et al. 2018). The significance of these DEGs in only the GBT assay is unclear but of interest. We are aware that the TPP induced expression of endocrine-related genes in the GBT assay may not be broadly applicable in all cases, but the notion that endocrine disruption may be better evaluated at later points should not be overlooked. It is possible that the exposure kinetics in the GBT assay are more favorable to inducing endocrine-related genes than the ZET. The timing of exposure has been shown to coincide when certain receptors are expressed, as may be the case with PPAR-γ and TPP (Garoche et al. 2021).

For this work, we analyzed the gene set lists using ClueGO, which builds non-redundant, functionally organized networks and identifies representative pathways (Bindea et al. 2009). In the context of an early life-stage zebrafish New Approach Method, consolidating large sets of transcriptomic data into information required by those conducting chemical risk assessments is critical. Our goal is to use the most enriched pathways to predict possible apical toxicity endpoints. By comparing the transcriptomic results and identifying significantly enriched biological pathways, which may be indicative of toxicological mechanisms of action, we hope to predict possible apical toxicity endpoints. The most significant pathways identified in the GBT exposures were related to chromosome function and DNA replication/integrity. 

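The mean log2 value of the 35 chromosome segregation genes, taken relative to the mean of the 18 GBT libraries, was 0.256, 0.206 and 0.303 in the CC libraries and -0.714, -0.798 and -0.835 in the EC20 libraries, and between -0.137 and 0.349 in the 12 libraries of the lower concentrations. Against those 12 libraries the median log2 fold change was -0.92, with all 35 genes lower at the EC20. In the ZET libraries, where the list was not chosen, the same means were 0.191, 0.154 and 0.020 in the CC group and -0.083, -0.660 and -0.243 at the EC20. All 35 genes were lower at the EC20 of ZET, with a median log2 fold change of -0.44; limma called 0 of them there without the replicate block and 3 with it. As a set they were lower in ZET by camera (adjusted p = 9.6e-25 over 6 lists), by fry (0.0158) and by camera with the inter-gene correlation estimated (0.0262). With the preset correlation, another split of the 6 ZET libraries, which mixes EC20 and CC, gave camera p = 6.8e-12. The first value therefore overstates the certainty, and fry and the estimated correlation are the safer guide.

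**Figure D2:**
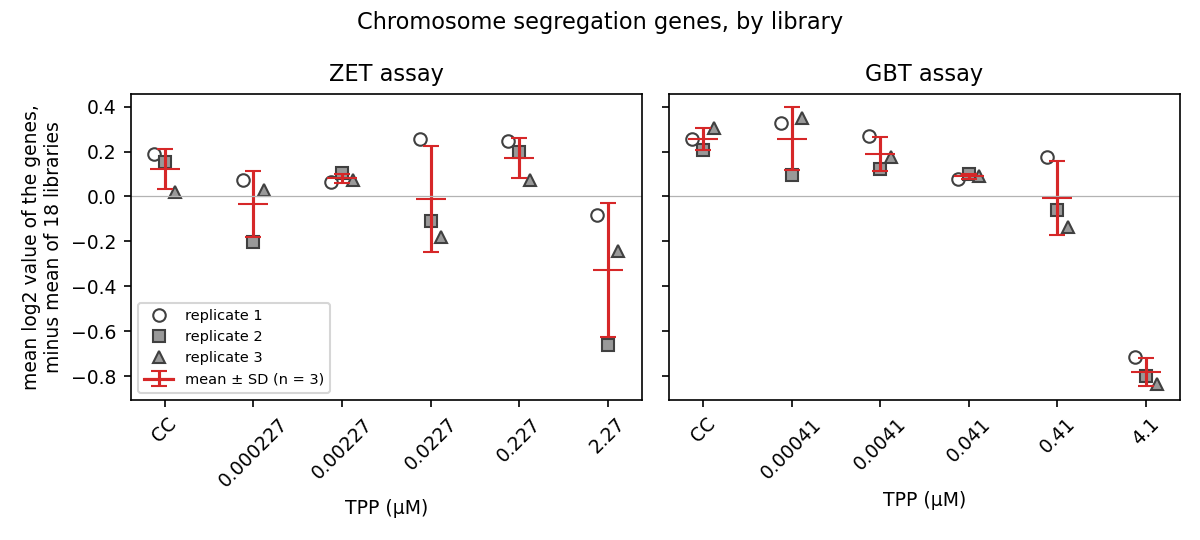
Mean log2 normalized value of 35 chromosome segregation genes in each library, minus the mean of the 18 libraries of the assay, against the TPP concentration in µM (CC, carrier control) for ZET (left) and GBT (right). Symbols are the 3 replicates and bars are the mean ± SD (n = 3). The EC20 libraries sit at -0.714 to -0.835 in GBT and at -0.083 to -0.660 in ZET.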

Using hepatocellular cell lines exposed to TPP, Xie et al. (2023) demonstrated micronucleus formation and chromosome damage in a *cyp*-dependent manner. Similarly, Du et al. (2016) demonstrated changes in cell cycle, DNA replication, and repair in the livers of adult zebrafish. TPP has also been shown to stimulate cell-cycle progression in endometrial cells (Kwon et al. 2022). 

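In GBT the checkpoint kinase gene chek1 (ENSDARG00000104765) had a normalized value of 35.8 ± 13.2 (SD, n = 3) in the carrier controls and 9.94 ± 3.92 (SD, n = 3) at the EC20, a log2 fold change of -1.75 (standard error 0.34, limma adjusted p = 0.00811). The spindle checkpoint gene bub1 (ENSDARG00000077029) was at 60.4 ± 7.66 and 30.2 ± 3.18, a log2 fold change of -0.97 (standard error 0.21, limma adjusted p = 0.015). The topoisomerase gene top2a changed by -1.09 (limma adjusted p = 0.000405), the spindle gene tpx2 by -1.20 (0.000507) and kif11 by -1.04 (0.000957). For cdk1 the log2 fold change was -0.55 in ZET, and the difference of -1.09 between the assays (standard error 0.28) had an adjusted p of 0.582, and of 0.0513 with the replicate block.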

We identified a number of cell cycle-related genes affected, indicating this is a predominant effect of TPP exposure on zebrafish larvae in the GBT assay. It is possible that these effects would have been seen in the ZET assay if transcriptomic sampling had been performed using a similar exposure window (i.e. 48 to 72 hpf). It is reasonable to assume that these effects are limited to a narrow time window, given that multiple days of cell-cycle and DNA repair perturbations would be expected to have significant deleterious effects. Importantly, in a regulatory context, alterations in DNA repair and cell cycle function could be considered an indication of genotoxicity and justification for following up with genotoxicity tests within an Integrated Approaches to Testing and Assessment.

TPP exposure using the ZET paradigm also produced unique GO/KEGG terms. Specifically, the ZET assay identified a number of photoreceptor-related GO terms. It has been reported that TPP downregulates opsin expression in a FET-like exposure paradigm (2 to 144 hpf) (Shi et al. 2019) and causes down-regulation of genes involved in eye development (perception, retina) (Zhang et al. 2020). 

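The 4 photoreceptor genes that File S3 lists for ZET were all lower at the EC20 there, with log2 fold changes from -0.66 to -0.58 and a median of -0.65. The opsin gene opn1lw2 (ENSDARG00000044861) had a normalized value of 5059 ± 1242 (SD, n = 3) in the CC libraries and 3148 ± 483.2 (SD, n = 3) at the EC20, a log2 fold change of -0.66 (standard error 0.19, limma adjusted p = 0.545). Without the block 0 of the 4 were called by limma, and with it all 4 were, opn1lw2 with an adjusted p of 0.00511. In GBT 1 of the 4 was higher and 3 were lower, with a median of -0.21 and a camera adjusted p of 0.199. Among them opn1mw1 fell by 0.56 on the log2 scale in GBT (limma adjusted p = 0.021), a change of less than 1.5-fold, and opn1sw2 rose by 0.43 (limma adjusted p = 0.370).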

Lipid dysregulation, another significant set of GO/KEGG terms identified in the ZET assay, has been well described. Increased cholesterol and triglyceride content, along with lipid accumulation, have been reported in HepG2 cells after TPP exposure (An et al. 2023). Early exposure to TPP has also been shown to reduce levels of neutral lipids in zebrafish larvae (Reddam et al. 2019). More frequent transcriptomic sampling, especially at points closer to the peak internal concentration of TPP in the ZET assay, may reveal whether these changes are immediate (i.e. induced directly by TPP) or are the result of downstream perturbations. Although zebrafish-based transcriptomic testing continues to be a powerful tool for elucidating mechanisms of toxicity, the field of transcriptomic-based regulatory toxicology is still very much in development, and this work, which highlights the value of assessing multiple exposure paradigms in the context of a whole-organism, multi-system approach to assessing toxicity, represents a step in that direction. Although we identified a number of genes-of-interest that support previously identified mechanisms of TPP-based toxicity, using the DEGs and GO/KEGG terms to predict putative phenotypes remains challenging. Toxicity-specific ontologies (OpenTox, AOP outcomes) can provide additional and complementary information, and when combined with phenotypic ontologies, offers the possibility of enhancing our prediction of phenotypic outcomes (Wang et al. 2019b). Additionally, it is necessary to continue to determine homologous relationships between zebrafish and human ontologies in order to fully evaluate the results seen in zebrafish in a human context.

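The 9 genes of the KEGG pathway for metabolism of xenobiotics by cytochrome P450 that had a value were all higher at the EC20 in both assays, with a median log2 fold change of 1.29 in ZET, where the list was chosen, and 1.64 in GBT. In GBT the set was higher by camera (adjusted p = 1.6e-15 over 6 lists), by fry (1.7e-06) and with the inter-gene correlation estimated (0.00193), and 7 of the 9 genes were called by limma. In ZET 1 of the 9 was called without the replicate block and 9 with it. Against the 12 libraries of the lower concentrations the medians were 1.17 in ZET and 1.31 in GBT, again with all 9 genes higher.

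**Figure D3:**
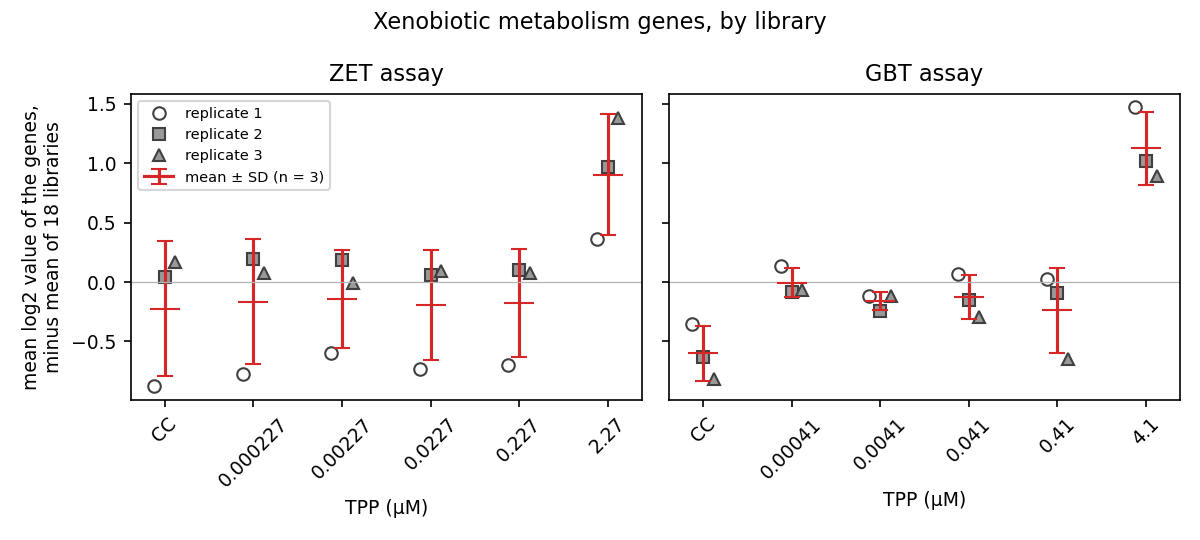
Mean log2 normalized value of 9 xenobiotic metabolism genes in each library, minus the mean of the 18 libraries of the assay, against the TPP concentration in µM (CC, carrier control) for ZET (left) and GBT (right). Symbols are the 3 replicates and bars are the mean ± SD (n = 3). The EC20 libraries sit at 0.363, 0.970 and 1.378 in ZET and at 1.471, 1.019 and 0.890 in GBT, each above the other libraries of its assay.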

Although there were significant differences between the 2 exposure paradigms, both identified nearly identical detoxification/xenobiotic-related pathways. This is unsurprising, as detoxification is an expected response to chemical challenge and may also be considered among a core set of genes/pathways expected to be seen upon chemical challenge.

## Conclusion

In this paper, we demonstrate distinct transcriptomic outcomes based on two exposure paradigms. Of particular interest, the transcriptomic results from both models identified a number of affected genes and pathways (endocrine disruption, cell cycle, detoxification) that would not be detectable through standard phenotypic observations. By combining transcriptomic data with uptake and metabolism data, we can better understand the differences and complementarity between the two protocols. As the zebrafish larval model becomes a more integrated component of chemical risk assessment, exploiting the various nuances of different exposure paradigms, such as whether or not organogenesis is included in the exposure period, will strengthen the information obtained from this early life-stage zebrafish model.

## Supplementary Material

kfaf124_Supplementary_Data

# Supplementary material for: Testing the effects of two different zebrafish exposure paradigms on transcriptomic-based chemical risk assessment using the flame retardant triphenyl phosphate
**Source:** Toxicol Sci. 2025 Sep 9;208(1):176–85. doi: 10.1093/toxsci/kfaf124
**Supplement:** kfaf124_Supplementary_Data

Supplementary Data.

Supplemental Table 1. Selected parameters of STAR alignment and abundance quantification. See below.

Supplemental Figure 1. Mode calculations for TPP using the ZET and GBT exposure paradigms. See below.

Supplemental file 1 – TPP ZET EC_20_ vs CC_20_ DEGs using a 1.5-fold change cutoff and a padj (q) < 0.05.

Supplemental file 2 – TPP GBT EC_20_ vs CC_20_ DEGs using a 1.5-fold change cutoff and a padj (q) < 0.05.

Supplemental file 3 – ClueGO results for ZET, Common/Shared and GBT DEGs.

|  | ZET | GBT |
| --- | --- | --- |
|  | Avg | Avg |
| Number of input reads | 14722211 | 15272733 |
| UNIQUE READS: |  |  |
| Uniquely mapped reads number | 12108410 | 12853394 |
| Uniquely mapped reads % | 82.52 | 84.16 |
| Average mapped length | 123.02 | 122.95 |
| Number of splices: Total | 5852704 | 5100326 |
| Number of splices: Annotated (sjdb) | 5739678 | 4997183 |
| Mismatch rate per base, % | 0.51 | 0.46 |
| Deletion rate per base | 0.0004 | 0.0005 |
| Deletion average length | 2.56 | 2.52 |
| Insertion rate per base | 0.0002 | 0.0003 |
| Insertion average length | 2.18 | 2.19 |
| MULTI-MAPPING READS: |  |  |
| Number of reads mapped to multiple loci | 1999127 | 1926114 |
| % of reads mapped to multiple loci | 13.3 | 12.6 |
| UNMAPPED READS: |  |  |
| % of reads unmapped: too many mismatches | 0 | 0 |
| % of reads unmapped: too short | 3.58 | 2.65 |
| % of reads unmapped: other | 0.3 | 0.32 |
| CHIMERIC READS: | 0 | 0 |

Supplemental Table 1. Selected parameters of STAR alignment and abundance quantification.

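The parameters of Table S1 are averages over libraries from the STAR alignment, before reads are assigned to genes. The reads recovered from the deposited values, which are those assigned to a gene, averaged 10103980 per library in ZET and 10257358 in GBT.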

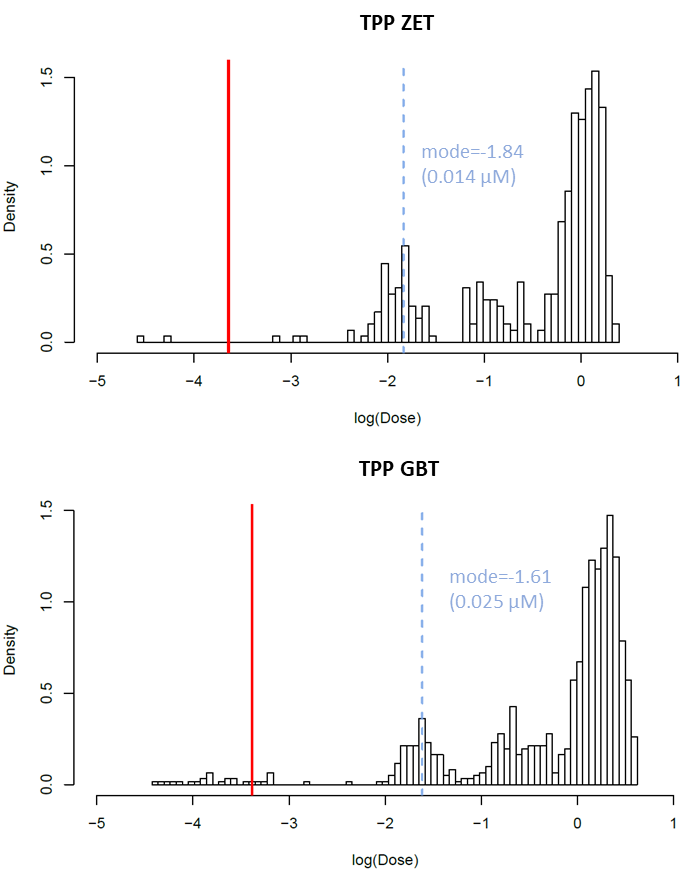

Supplemental Figure 1. Histograms of mode values obtained from BMDExpress 2.3. Light blue hashed line indicates the first calculated mode, as well as the corresponding concentration.

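Each histogram counts genes by the logarithm of their BMD, and a mode is a local peak of that distribution. The first mode is the peak at the lowest concentration, and an anti-mode is the low point between neighboring peaks. In the refitted values a peak was accepted when the stretch between its neighboring low points held at least 5% of the BMDs, using a kernel bandwidth of 0.1 log10 units.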

How the deposited data were processed for this re-analysis (not part of the article)

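The data are RNA-seq libraries of pooled zebrafish larvae, 18 from the ZET and 18 from the GBT assay, with 3 libraries for the carrier control and for each of 5 TPP concentrations up to the EC20. The uptake measurements of the paper were not analysed here. The authors made stranded mRNA libraries, aligned the reads to GRCz11 with STAR under default parameters, counted them on Ensembl genes and divided the counts by DESeq2 size factors, separately for each assay. The values the authors deposited are therefore a normalized signal per gene and library, not whole counts. The counting tool and annotation release are not named in the text of the paper. For the table rows that could be set beside the tables of Files S1 and S2 (1541 in ZET and 1977 in GBT), the mean over the 18 libraries equalled the baseMean of the authors within 0.1 percent in 1541 and 1977 rows, so the authors' baseMean is the mean over all 18 libraries of an assay. The copies used of Files S1 and S2 hold the first 1999 of the 32520 rows of each full table, 211 of 211 DEG rows for ZET and 661 of 887 for GBT, and no overlap with these tables was tested. The benchmark dose paragraph of the paper speaks of normalized quantile data from DESeq2; the deposited values are multiples of a step per library, which quantile normalization would not leave.

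Dividing each column by its step gave whole numbers for 100.0% of values within 0.01 of a step, and these recovered reads were used for DESeq2 and edgeR as alternatives. The tables hold only genes with reads in at least 2 libraries. Gene names came from the authors' tables (2134 identifiers in ZET, 2120 in GBT), then from a table of Ensembl names (22786 and 22564), and 2036 and 2005 identifiers were left unnamed. All 36 libraries were mapped by assay, concentration and replicate; replicate letters A, B and C were taken as 1, 2 and 3.

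The main test was limma 3.58.1 in R 4.3.3 on log2(value + 1), with 1 coefficient per group, over the 18 libraries of an assay and over genes with a mean value of at least 10. The variance prior followed the mean expression (trend) and was not robust. The wording of the plan made before the data were examined could also be read as a fit without the trend, so that fit is given as an alternative. Calls needed a Benjamini-Hochberg adjusted p under 0.05 and a fold change of 1.5 (0.585 on the log2 scale). The difference between assays was tested per gene as the difference of the log2 fold changes over its standard error. Gene lists from File S3 were tested with camera, with fry beside it, only in the assay they were not chosen in. The genes named are those of the text and Tables 1 and 2, and in each assay the 5 upregulated and 5 downregulated genes with the largest change among the DEGs whose 3 EC20 libraries lie beyond all 3 CC libraries, with a mean value of at least 25. Of the 18 genes of Table 1, 17 were matched; POR is a name that more than 1 identifier carries. Of the 79 example genes of Table 2, 76 were matched. The genes cyp8b1, incenp, cyp19a1b, tshba and thraa were not matched and are not reported, and vtg1 was below the filter.

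BMDs were refitted in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and numba 0.67.0, since BMDExpress was not used here. Genes entered by a Williams-type trend test with 1000 permutations of the libraries (p under 0.05, not adjusted) and a change of 1.5-fold. The 8 models were linear, power, quadratic, Hill and exponential 2 to 5 with constant variance, fitted by likelihood on a grid, with the best by AIC. The benchmark response was 1 SD, and BMDL and BMDU were 90% profile limits. BMDs were kept when BMDU/BMDL was at most 40, the BMD was at most the EC20 and not below the lowest concentration divided by 10. The tPODs were the 10th percentile of the BMDs and the first mode of a kernel density of log10 BMD (bandwidth 0.1) that held at least 5% of them. Intervals come from 1000 resamplings of the genes.

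The replicate numbers pair the libraries. The paper states that the exposures were performed on separate occasions, and across genes the deviations of same-numbered CC and EC20 libraries from their group means correlated at 0.683, 0.473 and 0.504 in ZET and at 0.112, 0.157 and 0.178 in GBT. The main model has no block, as set before the data were examined, and the blocked value is given where it changes a call or moves a count by more than 1.5 times. Contrasts within an assay share the CC libraries. The correlation of the changes at lower concentrations with that at the EC20 was 0.455 to 0.551 in ZET and 0.594 to 0.697 in GBT, and in simulated unchanged groups it was 0.509 and 0.504.

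The tests were tried on simulated data. Reads were drawn with 200 genes changed 3-fold, chosen among genes with a mean value of at least 50 and a dispersion up to the 75th percentile, so noisier genes were not covered. In the comparison of EC20 with CC, limma recovered 200 of the 200 in ZET with 13 calls among unchanged genes (19034 genes), and 199 in GBT with 4 (18426 genes). DESeq2 1.42.0 with the replicate block recovered 200 in both, with 37 and 16 calls among unchanged genes (19125 and 18516 genes), and edgeR 4.0.16 recovered 198 in both with 11 and 5. The test of the difference between assays found 366 of 390 genes and 28 others. These libraries were drawn independently, without an effect of the exposure occasion, and changes smaller than 3-fold were not simulated. The ZET genes called with the block (202 tested in both assays) had a median absolute log2 change of 0.81. The recoveries therefore do not give the power of the fit without the block for such genes. In simulated concentration series of 2000 genes, 183 of 200 changed genes kept a BMD in each assay, with a median error of 0.204 (ZET) and 0.192 (GBT) log10 units; the true BMD lay between BMDL and BMDU for 63.9% and 66.7%, so these limits are too narrow.

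Alternatives were other pseudocounts and filters, the 6 compared libraries alone, the replicate block, quantile and TMM scaling, edgeR, DESeq2, no fold threshold, leaving out single libraries, and for the BMDs another benchmark response, no fold filter, no limit on BMDU/BMDL, no saturating models, another bandwidth and another share for a mode. Depth was about the same in the compared groups. GC content and gene length were not tested, because no genome was used here. Figures were drawn with matplotlib 3.10.9.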

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

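The comparisons with the libraries of the lower concentrations, the split by replicate of the calls at the lowest concentration, the choice of the chromosome segregation list for a closer look and its division by the DEGs of the paper were made after the results had been seen.

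The effect of the EC20 differed between the assays for 50 genes when the replicate block was used, 42 with the higher log2 change in GBT and 8 in ZET, in a test of the difference itself. Without the block 0 genes differed by the limma-based test, although 1070 had an unadjusted p under 0.05; a count of 0 is reached by all 100 of 100 regroupings whatever the data, so that comparison says nothing about chance. With the block, 13 of 100 drawn regroupings of the libraries gave as many differing genes, and 4 of the 12 that part all replicate pairs did. The draw allowed regroupings that keep the real split of an assay, or that reverse the sign of the ZET change. Such regroupings carry the effect of TPP itself, so these counts do not measure chance. Without GBT CC replicate 1 and without the block, 84 genes differed, and the split was the other way, 31 higher in GBT and 53 in ZET. The controls of GBT are described under the other observations, and 2 of them depart together; of the 50 genes, 86% kept the sign of the difference with an unadjusted p under 0.05 against the lower concentrations, which speaks against these controls as the whole source. In that comparison 6 of the 50 were still called with the block, and 8 genes in all, against 0 without it. Of the 626 genes called with the block in GBT and not in ZET, 32 differed between the assays, and of the 108 called in ZET and not in GBT, 4 did. A difference in exposure window or age at first exposure stays open, as does chance, and neither was tested apart.

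The chromosome segregation genes, which the paper discusses for GBT, were also lower at the EC20 in ZET. The median log2 fold change was -0.4428 over 35 genes, lower in 35 of 35, although limma called 0 single genes, and 3 with the replicate block. The paper lists a condensed chromosome term among those of ZET, and 4 of the 35 genes are ZET DEGs of the paper; the other 31 are not, and all 31 were lower too, with a median of -0.43. The list was lower at the EC20 than at the lower concentrations of ZET too (median -0.3953, 35 of 35 lower), which argues against deviating control libraries as the cause. Under quantile normalization the median was -0.4511 with 0 of the 35 genes higher, which argues against the scaling. The camera adjusted p was then 5.8e-23 (range over the alternatives 9.6e-25 to 0.0262). In the splits of the 6 ZET libraries, 1 of 10 gave a p as small, the real one, and 10 splits cannot give a share under 0.1. The smallest camera p of another split, which mixes EC20 and CC libraries, was 6.8e-12, so the size of these p-values overstates the certainty. EC20 replicate 1, at -0.083, lay within the range of the lower concentrations, and replicate 2, at -0.660, contributes most. The change in GBT against the lower concentrations (-0.9243) shows that the list is not low there only through the controls. A weaker form of the GBT effect in ZET is a hypothesis in line with these values; the 10 splits cannot exclude chance, and a lower share of dividing cells and a developmental delay were not tested.

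At the lowest concentration of GBT, 0.000410 µM, 282 genes were called with the replicate block, 134 up and 148 down. The paper gives DEGs for the EC20 against CC and describes the lower concentrations through benchmark doses, so it has no count to compare. Without the block 0 were called by limma, with 3902 genes at an unadjusted p under 0.05, while DESeq2 on the recovered reads called 644. The blocked fit without the mean-variance trend, chosen after seeing the data, also called 0, so the 282 calls rest on that setting as well. With the block, 2 of 10 splits gave as many calls, and another split gave 489; of the 4 splits that part all pairs, 2 did. The median change of these genes in the called direction was 0.5348 in replicate 1, 0.8408 in replicate 2 and 1.03 in replicate 3. Because the genes were chosen for changing alike in all 3 replicates, these values cannot tell an effect of TPP from the departure of the controls of replicates 2 and 3. Genes chosen in the replicate 2 control alone departed by -0.029 in the replicate 1 control, which argues against an effect of TPP at those genes, but they were not chosen among the 282, for which the source is left open. At 0.00410, 0.0410 and 0.410 µM limma with the block called 0 genes, while DESeq2 with the block, chosen after seeing the data, called 389, 69 and 79, and 746 at 0.000410 µM.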

How the results depend on the processing

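The fits without the mean-variance trend, those of edgeR and DESeq2 with the replicate block, the comparison with the lower concentrations, the tPODs without CC libraries and those under quantile normalization were chosen after seeing the data; the other alternatives were set before the data were examined. Causes were not tested unless a value below shows one.

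The 9 DEGs of ZET became 209 with the replicate block, 35 with DESeq2 on 18 libraries, 16 with DESeq2 on 6 libraries and 0 with only the 6 libraries in limma. They became 119 with the block and no trend, 216 with edgeR and the block, 211 with DESeq2 and the block, and 15 against the lower concentrations (189 with the block). Leaving out 1 library gave 4 to 9. The 536 DEGs of GBT became 256 with only the 6 libraries, 887 with DESeq2 and the block, and 305 against the lower concentrations (399 with the block), and 121 to 1789 without 1 library (1789 without CC replicate 1). The replicate block gave 723, within 1.5 times. The 8 shared DEGs became 0 with only the 6 libraries, 94 with the block, 25 with DESeq2, 56 with the block and no trend, 104 with edgeR and the block, 107 with DESeq2 and the block, and 14 against the lower concentrations (85 with the block), and 4 to 9 without 1 library.

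The count of genes that differ between assays moved from 0 to 50 with the replicate block and to 31 with the block and no trend, and lay between 0 and 84 without 1 library. Of the Table 1 genes, 6 were called in GBT, against 13 with the block, 12 with DESeq2 on 18 libraries, 11 with DESeq2 on 6, 11 with the block and no trend, 15 with edgeR and the block, 17 with DESeq2 and the block, and 3 to 15 without 1 library. In ZET 0 were called, against 4 with the replicate block in limma, with or without the trend, in edgeR and in DESeq2.

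At the lower concentrations limma called 0 genes. In ZET at 0.000227 µM, DESeq2 called 2, and edgeR with the block 2. In GBT at 0.410, 0.0410, 0.00410 and 0.000410 µM, DESeq2 called 43, 43, 271 and 644, DESeq2 with the block 79, 69, 389 and 746, and at 0.000410 µM the replicate block in limma gave 282 and in edgeR 332. Without 1 library the GBT counts lay between 0 and 949, 897, 1542 and 1857, the highest each time without CC replicate 1; without it, the other 2 controls stand alone.

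For the lists tested in GBT, lipid transport lost its call under fry (adjusted p 0.137) and with the correlation estimated (0.339), the transporters with the correlation estimated (0.230), and chitinase activity gained one with the replicate block (0.0373) and quantile normalization (0.0496). The block changed no other call of a list. The median correlation over the 3 pairs of replicates moved from 0.286 to 0.0377 in ZET and from 0.309 to 0.737 in GBT with the mean of the 3 controls as the denominator.

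The ZET tPOD 10th percentile (0.554 µM) was 0.855 with a larger benchmark response, 0.0001005 with no limit on BMDU/BMDL and 0.677 without the saturating models. It lay between 0.00555 and 0.551 without 1 replicate or CC library. Without CC replicates 1 and 2, 1 and 3, or 2 and 3 it was 0.0455, 0.0509 and 2.8e-05. The ZET first mode (1.05 µM) was 1.402 with the larger response, 1.19 with no fold filter, and 2.6e-05 with no limit, lay between 3.2e-05 and 1.102 without 1 replicate or CC library, and was 3.5e-05, 3.6e-05 and 3.0e-05 without those pairs. The GBT 10th percentile (9.60e-05 µM) was 8.0e-05 with no limit, 0.967 without the saturating models and 8.5e-05 with a filter at a mean of 31, lay between 5.3e-05 and 0.164, and without CC pairs was 6.0e-05, 5.6e-05 and 0.127. The GBT first mode (7.47e-05 µM) was 9.6e-05 with the larger response, 5.3e-05 with no limit and 2.10 without the saturating models, lay between 6.0e-05 and 0.197, and without CC pairs was 6.1e-05, 5.7e-05 and 0.211. With the trend p adjusted no gene entered in either assay (smallest adjusted p 0.444 in ZET and 0.0781 in GBT), so that alternative gave no value.

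For the 10 GBT and 6 ZET genes with the largest changes, the 17 Table 1 genes in GBT, pdzk1 in both assays, and star and pgrmc1 in ZET, 550 of the values under the alternatives set beforehand kept their direction and side of the threshold, 74 lost the call, 37 gained one and 0 reversed; the other genes named were not run through every alternative. Depth limits which genes were tested: 19125 of 26956 genes in ZET and 18516 of 26689 in GBT reached a mean value of 10.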

Differences from the paper's values

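The paper gives 211 DEGs in ZET (130 up, 81 down), and limma without a block called 9 (8 up, 1 down). For the total, the alternative set before the data were examined that comes within 1.5 times is the replicate block, at 209 (123 up, 86 down); the other alternatives set beforehand do not. The paper gives 887 DEGs in GBT, and limma called 536; the replicate block (723), DESeq2 on 18 libraries (720) and on 6 (638), and no fold threshold (665) come within 1.5 times, while the remaining ones do not. For the downregulated genes of GBT the paper's text gives 520 and limma 202. DESeq2 with the replicate block over 18 libraries, chosen after seeing the values, gave 211 (130 up, 81 down) in ZET and 887 in GBT with 520 up and 367 down. Of the other fits chosen after seeing the values, edgeR with the block gave 216 (131 up, 85 down) in ZET and 757 in GBT, and limma with the block and no trend gave 643 in GBT. The paper's text states 367 upregulated and 520 downregulated genes in GBT, the reverse of the split from DESeq2 with the block. In every other setting run on GBT more genes were called up than down at the EC20, except without CC replicate 1 (888 up, 901 down). DESeq2 with the block reached the paper's totals in both assays and its ZET split. These values argue against the directions of the GBT split as printed.

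The paper gives 107 common DEGs, 106 of them in the same direction, and 8 were shared here, all 8 in the same direction. The replicate block, at 94, comes within 1.5 times, and the other alternatives set beforehand do not. DESeq2 with the replicate block, chosen after seeing the values, gave 107 and 106, with pdzk1 the exception, and edgeR with the block gave 104 and 102.

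The paper's tPOD is 0.014 µM in ZET and 0.025 µM in GBT, for both the mode and the 10th percentile. The refitted values were 0.554 µM (10th percentile) and 1.05 µM (first mode) in ZET, and 9.60e-05 and 7.47e-05 µM in GBT. Among the alternatives set beforehand, only the 10th percentiles without replicate 2 come within 1.5 times of the paper's value, at 0.0131 µM in ZET and 0.0264 µM in GBT. Without ZET CC replicate 3, chosen after seeing the data, the ZET value was 0.0124 µM.

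The paper names star and pgrmc1 as the endocrine-related DEGs of ZET. Limma called neither without the block. With the replicate block it called both and also hpxa and ephx1, which Table 1 lists as endocrine-related genes of GBT; DESeq2 with the block, chosen after seeing the data, called the same 4, with adjusted p of 1.0e-07 for hpxa and 2.2e-05 for ephx1. The paper lists all the Table 1 genes as DEGs of GBT, and limma called 6 of the 17 matched, the replicate block 13 and DESeq2 with the block 17.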

Other observations

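The tests on the GBT carrier controls, the exocrine pancreas list and the comparisons with the lower concentrations were chosen after the results were seen; the counts of other splits of the libraries were planned.

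In the GBT assay, CC replicates 2 and 3 departed together from the other 16 libraries. At 177 genes both lay beyond all the others by at least 1.5-fold, 48 lower and 129 higher. Of the 153 pairs of GBT libraries the next had 68 genes, and in ZET the largest number was 33. Genes chosen because the replicate 2 control departed from its own dosed libraries departed the same way in the replicate 3 control at 94.1% (of 186 genes), against 45.7% in the replicate 1 control, which argues against ordinary spread between libraries. Their median log2 departure was 1.133 in replicate 3, which argues against conditions of a single exposure occasion, and -0.029 in replicate 1, which argues against an effect of TPP already present at the lowest concentration, since all 3 replicates had dosed libraries. The pair did not stand apart in reads (0 of the 2 libraries beyond the others) or in the share of reads in the 10 most abundant genes (0 of the 2). Under quantile normalization 152 genes remained beyond the others, which argues against the scaling. Of the pair, 0 reached the EC20 libraries in the xenobiotic metabolism genes, which argues against a swap with them. A lower share of exocrine pancreas RNA would not raise the 129 genes, none of which is on the pancreas list, although 6 of the 48 lower genes are. What set these 2 controls apart, or replicate 1 apart from them, is open, including a difference in handling of the controls or a label exchanged with a sample outside these libraries.

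These controls bear on results that are measured against them. Against the 12 libraries of the lower concentrations, 54.3% of the 536 GBT DEGs (291) kept a 1.5-fold change in the same direction, and the median share of the change kept was 0.613. The departure of the controls is therefore not the whole source of the GBT DEGs, though it may enlarge part of them. In ZET all 9 DEGs kept it, with a median share of 0.962. With the replicate block, 50.3% of the 723 genes called in GBT kept it (median share 0.578) and 54.1% of the 209 in ZET (0.763).

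The low 10th percentile of the GBT BMDs may come from the same controls. Without both of them it was 0.1267 µM, and without the other pairs of controls it was 6.0e-05 and 5.6e-05 µM. A BMD below the lowest concentration means that the fitted curve has left the control level before the first dosed group, and without CC replicate 2 or 3 alone the 10th percentile was 0.164 and 0.136 µM. The first mode of GBT bears this out only in part. It was 0.211 µM without both controls and 0.197 µM without CC replicate 2. However, it was 6.95e-05 µM without CC replicate 3 alone and 5.96e-05 µM without all of replicate 3. These low peaks held 5.02% and 6.43% of the BMDs, against 13.9% with all libraries, where a mode needed at least 5%. The low mode without CC replicate 3 thus rests on that limit, and the source of the first mode is left open. In 100 labellings of the libraries, the real one included, 1 gave as many BMDs as GBT and 12 a 10th percentile as low, while for ZET 17 gave as many BMDs and 81 a 10th percentile as low. A 10th percentile as low as those found is thus not rare among shuffled libraries.

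Other splits of the 6 libraries compared were counted, of which 10 exist, so no share can be under 0.1. As many calls were made at the EC20 by 1 of 10 splits in ZET and by 1 of 10 in GBT. As many Table 1 genes were called in GBT by 1 of 10. Where the count itself was 0, at each lower concentration and for the Table 1 genes in ZET, 10 of 10 splits reach it by construction, which says nothing about chance. For the lists in GBT, a camera p as small came from 4 splits for lipid transport, 2 for the transporters, 2 for chitinase activity, 4 for the photoreceptor genes and 1 for xenobiotic metabolism. For xenobiotic metabolism the smallest camera p of another split was 1.1e-07. As many shared DEGs came from 1 of 100 combinations of a split of each assay, the real one. Without the replicate block, no other split called any gene at the EC20 in either assay. With it, the largest count of another split was 2 in ZET and 1 in GBT. The shared count therefore adds nothing to the 1 of 10 of each assay and does not test the sharing.

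Exocrine pancreas genes may rise with the TPP concentration in GBT. The list was written after cela1.7 and ctrb.2 had been seen. Over the lower concentrations a one-sided exact Page test gave p = 0.0446 in GBT, 0.0892 after adjusting over both assays, and 0.39 in ZET, so neither passes. Over all 6 groups a permutation test gave 0.00361 in GBT and 0.139 in ZET, but the GBT controls enter there. Spearman's rho per GBT replicate was 0.0857, 0.943 and 1.

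The photoreceptor genes, which the paper discusses for ZET, were all lower at the EC20 of GBT against the lower concentrations (4 of 4, median -0.32, fry p = 0.00123), whereas against the carrier controls 1 of the 4 was higher. The gene igf1, which the introduction names from other studies, changed by -0.14 in ZET and 0.13 in GBT (limma adjusted p = 1.00 and 0.921).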
